A study of Homo sapiens with 18 samples. Its data were reported in "Small molecule-induced epigenomic reprogramming of APL blasts leading to antiviral-like response and c-MYC downregulation" (2022).

How the data were processed

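Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed on NB4 cells, an established human acute promyelocytic leukemia (APL) line, that had been left untreated or exposed to 10 µM maltonis for 24 h. 3 histone marks were immunoselected, each in 3 replicates per condition, which gave 18 libraries in 6 groups. Groups and replicate numbers were taken from the sample titles.

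One list of enriched regions (peaks) per library was used, so replicates had not been pooled. The H3K4me3 lists were made by the authors with MACS2 in its broad mode. Each H3K4me3 peak carries a deposited score, a fold enrichment over the local background of the caller, and a −log10 p and −log10 q value. These values describe a peak within its own list and were used only for ranking and filtering inside that list. The lowest deposited −log10 q was 1.00. The H3K9me3 and H3K27ac lists were made by the authors with epic2, which joins enriched 200 bp windows into broad regions. Each of these regions carries a deposited read count and a deposited island score, and no p-value, false discovery rate or control count. The read count is not normalised and refers to the region as called in that library, whose boundaries differ from library to library. Caller versions, parameters, controls and the genome build were not stated. Peaks on chromosome 1 reached position 249240527, past the end of that chromosome in GRCh38, so the coordinates belong to an older build. They are given below as in the lists, counted from 1. No gene annotation of that build was used here. The share of peaks at promoters, the coverage of interferon and MYC target gene lists, and the MYC and DNMT3B loci, all foreseen before the data were examined, were therefore not analysed here.

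Peaks on chromosomes 1 to 22 and X were kept as listed, and no list had a peak on Y. Covered length was the number of bases under the peaks of a library. The similarity of 2 libraries was the Jaccard index, the bases covered in both over the bases covered in either. For each mark the peaks of all 6 libraries were merged where they overlapped by at least 1 bp, and a library called a merged region when it had a peak in it. A region was condition-exclusive when all 3 libraries of one condition and none of the other called it. A consensus set per condition held the merged regions called in at least 2 of 3 replicates. The union of both H3K4me3 consensus sets, 16921 regions covering 32.2 Mb, served as a fixed H3K4me3 reference for the other marks. Peak strength was the within-list percentile of the −log10 q (H3K4me3) or of the island score (H3K9me3 and H3K27ac). The regions named in the text are, per mark and direction, the 3 condition-exclusive regions with the highest mean strength percentile over the 3 lists that called them, with ties broken by width and then position. Regions named for another reason were chosen after their values were seen, and the text says so.

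Values per library were compared with exact two-sided permutation tests over the 20 assignments of 6 libraries to 3 and 3, whose smallest possible p is 0.1. The same limit holds for the exact one-sided test of the Jaccard index over 10 splits. No comparison of library values could therefore reach 0.05, and whether both conditions overlapped is stated instead. Counts of condition-exclusive regions were set against the 9 other splits of the libraries. Shares of regions were compared with two-sided Fisher exact tests and carry 95% Wilson intervals, which cover counting error only. Regions are not biological replicates. Only the peak lists were used, so total reads per library were not used here. For H3K9me3, the reads inside peaks ranged from 2595814 to 3366296 per library. For H3K27ac they ranged from 17974940 to 20773316. The H3K4me3 lists hold no read counts.

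The study tested read counts over common regions with DiffBind, which peak lists do not allow. Since the epic2 lists hold counts, a read-count comparison was added after the data had been examined. Counts were summed per merged region over the regions called in all 6 libraries (14226 for H3K9me3 and 20018 for H3K27ac) and tested with edgeR's quasi-likelihood test after TMM normalisation, with Benjamini-Hochberg adjustment. Calls needed a false discovery rate (FDR) of at most 0.01 and a log2 fold change of at least 0.58 in either direction, the criteria of the study. Only 3 H3K9me3 and 10 H3K27ac regions had the same boundaries in all 6 libraries, so a summed count moves with the length called. The test was repeated with the called length as an offset, and on regions of similar length in all libraries. Standard errors were derived from the quasi-likelihood F statistic.

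Alternatives fixed before the data were examined were the strongest 75% of the peaks of each list, equal numbers of peaks, a −log10 q of at least 10 for H3K4me3, an overlap of at least 50% of the shorter interval, merging of peaks within 1000 bp, a consensus of 3 of 3 replicates, autosomes only, peaks of at least 1000 bp, exclusive regions from 2 of 3 libraries, a reference of H3K4me3 regions called in all 6 libraries, a replicate block, and leaving out each replicate in turn. A common island score floor, H3K4me3 widths over regions called in all 6 libraries, and the alternatives of the read-count test, among them DESeq2, were added later.

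The region functions were tested on simulated data: for lists simulated in place of each mark, with 20000 regions, 450 of 450 planted exclusive regions were recovered. Planted regions were in every list of their condition, in none of the other, and well apart. This checks the code and does not show how many real regions near the calling threshold are found. For read counts drawn from the means of the real H3K9me3 regions, with 200 of 14226 regions changed by a log2 fold change of 1, the test recovered 70 in the right direction with 1 false call. For H3K27ac, 157 of 200 changed regions among 20018 were recovered, also with 1 false call. Called boundaries did not vary in these simulations, so calls that come from a changed called length are not covered. Work was done in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9, and in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.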

Results

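The genomic distribution of 3 histone marks was profiled by ChIP-seq in NB4 cells, a human cell line derived from APL and used as a model of this leukemia. Cells were exposed for 24 h to 10 µM maltonis, a synthetic molecule derived from maltol, or left untreated. The marks were H3K4me3, found mainly at active promoters, H3K27ac, found at active promoters and enhancers, and the repressive mark H3K9me3. Each mark had 3 libraries per condition, and all values below come from peaks called in each library separately. The H3K4me3 lists hold no read counts. The untreated H3K9me3 lists held 3267907 ± 117815 reads in peaks (SD, n = 3) and the maltonis lists 2983153 ± 338188 (SD, n = 3). For H3K27ac, untreated lists held 19964298 ± 461593 reads in peaks (SD, n = 3) and maltonis lists 19336695 ± 1400689 (SD, n = 3).

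The first question was whether maltonis changed the extent of the called peaks of each mark. Peak lists do not measure the total amount of a mark. By mass spectrometry, the study reported more H3K4me3 and H3K27ac and less H3K9me3 in treated cells. Untreated libraries had 17524 ± 213 H3K4me3 peaks (SD, n = 3), and maltonis libraries had 16076 ± 278 (SD, n = 3). The number of peaks was lower in each maltonis library than in any untreated one (exact permutation test, p = 0.1, the smallest possible). This order turned around when only peaks of at least 1000 bp were counted, with 479 more peaks per maltonis library on average and again no overlap (exact permutation test, p = 0.1). In contrast, the length covered by H3K4me3 rose from 24.2 ± 0.225 Mb to 25.9 ± 0.0210 Mb (SD, n = 3 each) (exact permutation test, p = 0.1). The median H3K4me3 peak widened from 1280 ± 17.4 bp to 1551 ± 27.4 bp (SD, n = 3 each), also with no overlap between conditions (exact permutation test, p = 0.1). Over the 12470 regions called in all 6 libraries, the median width was 1465 ± 20.6 bp without and 1720 ± 23.8 bp with maltonis (SD, n = 3 each).

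H3K9me3 peaks fell from 34720 ± 692 to 29710 ± 283 per library (SD, n = 3 each), with no overlap between conditions (exact permutation test, p = 0.1). Limiting all lists to the same lowest island score, an alternative added after the data were examined, brought both conditions into overlap, with a mean difference of -1937 peaks (exact permutation test, p = 0.4). The covered length was 168 ± 4.49 Mb in untreated and 160 ± 15.7 Mb in maltonis libraries (SD, n = 3 each), a difference smaller than the spread between replicates (exact permutation test, p = 0.6). Its direction rested on maltonis replicate 3, which covered 142 Mb, since without it maltonis libraries covered 0.770 Mb more on average. The median H3K9me3 width, 3867 ± 115 bp in untreated and 4400 ± 346 bp in maltonis libraries (SD, n = 3 each), did not separate the conditions (exact permutation test, p = 0.2).

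The number of H3K27ac peaks did not separate the conditions, with 35296 ± 863 in untreated and 33962 ± 1755 in maltonis libraries (SD, n = 3 each) (exact permutation test, p = 0.4). Without maltonis replicate 3, the count was lower in both remaining maltonis libraries than in any untreated one, with a mean difference of -2074 peaks. The length covered by H3K27ac decreased from 225 ± 6.23 Mb to 180 ± 7.02 Mb (SD, n = 3 each), and every maltonis library covered less than every untreated one (exact permutation test, p = 0.1). Median H3K27ac width decreased from 4467 ± 231 bp to 3600 ± 400 bp (SD, n = 3 each), again with no overlap (exact permutation test, p = 0.1). At a common lowest island score, the widths of both conditions met at 4400 bp. Reads in H3K27ac peaks were denser in maltonis lists, with 108 ± 9.06 reads per kb against 88.8 ± 0.415 reads per kb in untreated lists (SD, n = 3 each) (exact permutation test, p = 0.1).

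**Figure D1:**
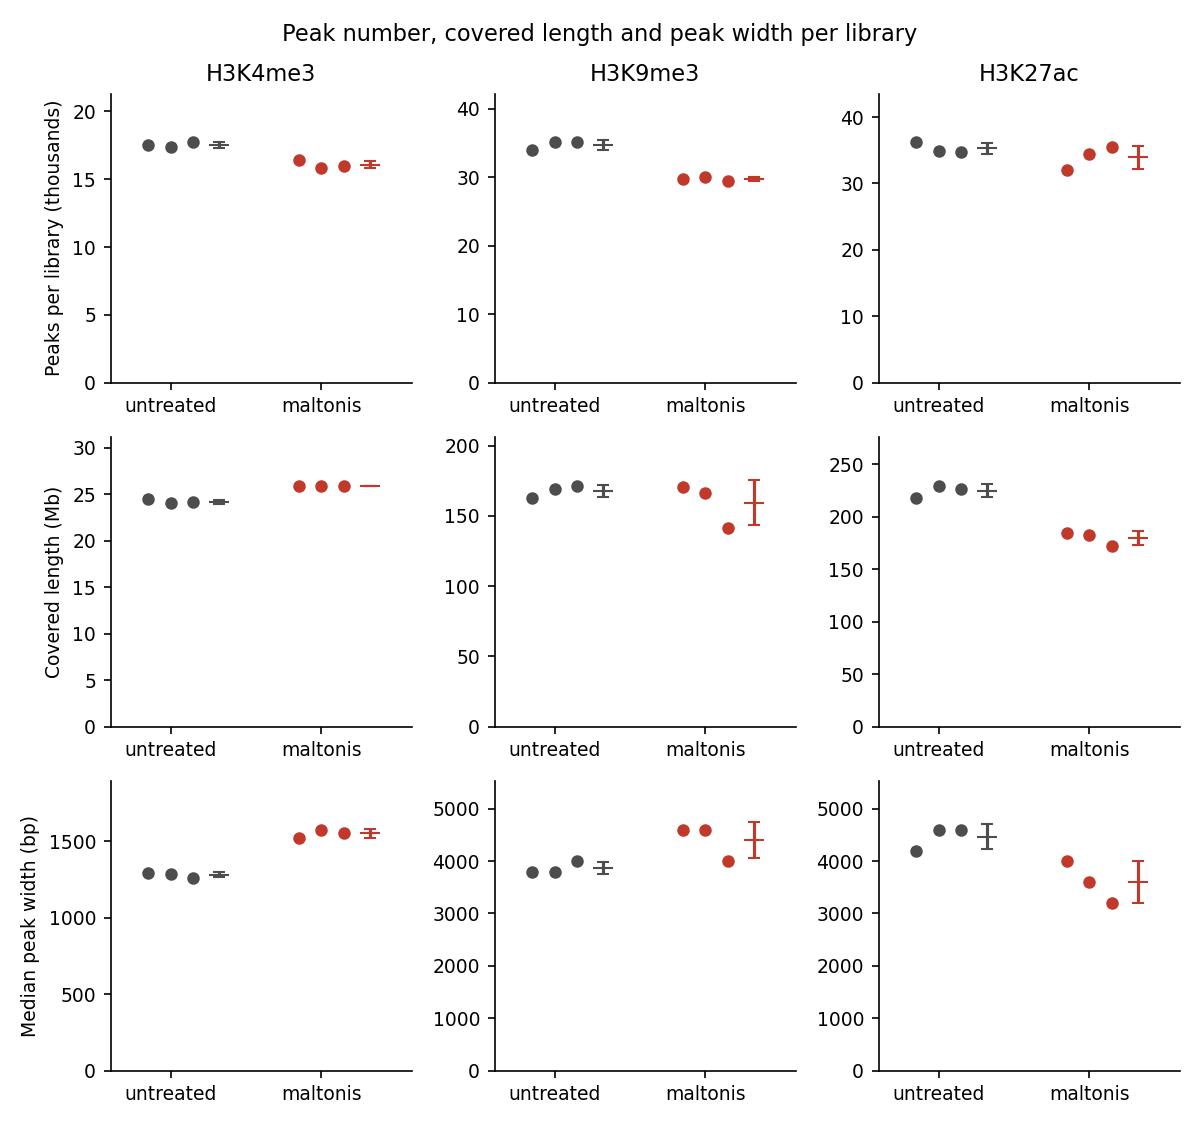
Number of peaks (axis in units of 1000), covered length in Mb and median peak width in bp for each mark, with 1 point per library (gray untreated, red maltonis) and the mean with its SD beside the points. H3K27ac covered 172 to 185 Mb in maltonis libraries and 218 to 230 Mb in untreated libraries, and H3K4me3 peaks were wider in all 3 maltonis libraries.

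Next, the similarity of the lists was compared within and between conditions, the counterpart of clustering the libraries by treatment. For H3K4me3 the mean Jaccard index was 0.685 among untreated pairs, 0.739 among maltonis pairs and 0.628 between conditions. For H3K27ac the corresponding means were 0.700, 0.691 and 0.612. For both marks every pair within a condition was more similar than any pair between conditions. H3K9me3 lists were less alike, with 0.514 among untreated pairs, 0.472 among maltonis pairs and 0.469 between conditions, so that maltonis pairs overlapped with pairs between conditions. The difference between the mean of the 6 within-condition pairs and the 9 between-condition pairs was 0.0846 for H3K4me3, 0.0238 for H3K9me3 and 0.0832 for H3K27ac. For each mark it was larger than in any other split of the libraries (exact one-sided permutation test over 10 splits, p = 0.1, the smallest possible).

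Regions gained and lost with the treatment were then counted. Of 15770 H3K4me3 consensus regions in untreated cells, 2101 (13.3%) had no overlap with the maltonis consensus set. Of 14830 consensus regions in maltonis cells, 1176 (7.93%) had none with the untreated set. For H3K9me3, 7836 of 29901 untreated and 3141 of 24738 maltonis consensus regions were found in 1 condition only. The corresponding numbers were 5725 of 29294 and 2167 of 28148 for H3K27ac.

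Under the stricter definition, with calls in all 3 libraries of one condition and in none of the other, H3K4me3 had 448 untreated-exclusive and 226 maltonis-exclusive regions out of 27037. H3K9me3 had 1091 and 367 out of 46996. H3K27ac had 2231 and 608 out of 36947. The sums of 674, 1458 and 2839 regions compare with 66 to 86, 341 to 420 and 98 to 158 in the 9 other splits of the same libraries. The real split was thus the largest of 10 for each mark. The balance between both directions depended on the peaks admitted. With peaks of at least 1000 bp, H3K4me3 had 106 untreated-exclusive and 357 maltonis-exclusive regions. With equal numbers of peaks per list, H3K9me3 had 542 and 581. The excess of untreated-exclusive regions held for H3K27ac in all alternatives run.

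**Figure D2:**
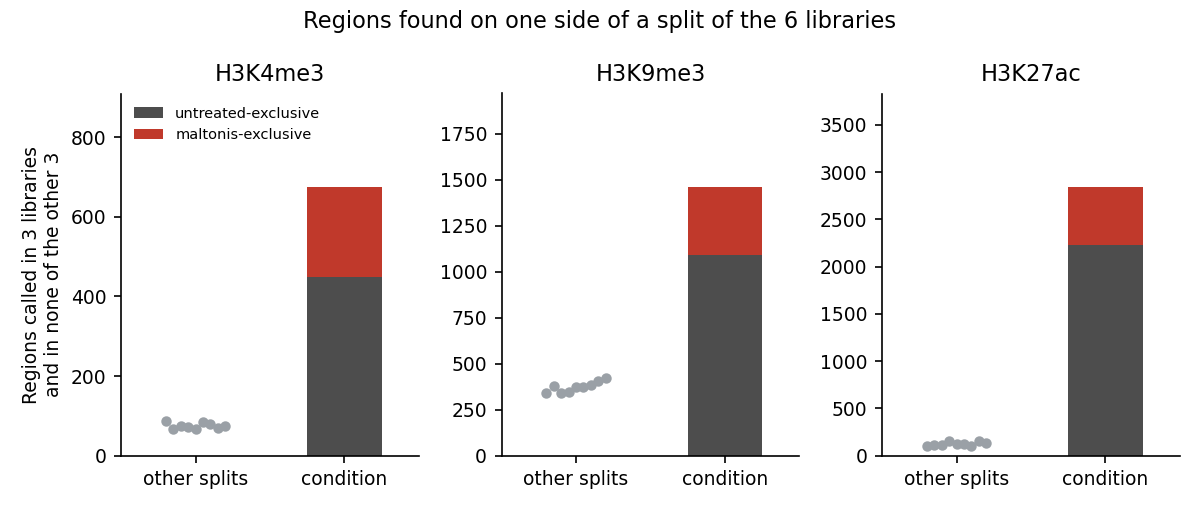
Number of regions called in 3 libraries and in none of the other 3, for each of the 9 other splits of the 6 libraries (gray points, both sides summed) and for the split by condition (bar, untreated-exclusive in dark gray and maltonis-exclusive in red). Other splits reached at most 86, 420 and 158 regions for H3K4me3, H3K9me3 and H3K27ac, against 674, 1458 and 2839 by condition.

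Condition-exclusive regions were mostly weak peaks of their lists. Their median strength percentile was 23.4 ± 0.960 and 21.6 ± 1.24 for untreated-exclusive and maltonis-exclusive H3K4me3 regions (SD, n = 3 lists each). It was 26.6 ± 1.26 and 26.9 ± 2.46 for H3K27ac (SD, n = 3 lists each). For H3K9me3 the percentile was 30.0 ± 0.515 for untreated-exclusive and 38.6 ± 0.543 for maltonis-exclusive regions (SD, n = 3 lists each).

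The strongest untreated-exclusive H3K4me3 region lay on chromosome 19 from 49127536 to 49128300 (765 bp), with a fold enrichment, as given by the caller, of 3.87 ± 0.177 (SD, n = 3). It was followed by chromosome 16 from 56701042 to 56702036 and chromosome 3 from 43147155 to 43147669. The strongest maltonis-exclusive H3K4me3 region lay on chromosome 20 from 30556116 to 30557181 (1066 bp), with a fold enrichment of 5.00 ± 0.219 (SD, n = 3), and was overlapped by H3K27ac peaks in 3 maltonis and 0 untreated libraries. The next were on chromosome 2 from 182174046 to 182174866 and chromosome 5 from 100082037 to 100082807. All these regions but the one on chromosome 20 had no peak of at least 1000 bp in any library, and the one on chromosome 20 had such a peak in 1 maltonis library. The region on chromosome 16 was overlapped by H3K27ac peaks in 3 untreated and 0 maltonis libraries, and the one on chromosome 3 in 1 and 0. Those on chromosomes 19, 2 and 5 were overlapped by H3K27ac peaks in all 6 libraries.

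For H3K9me3, the strongest untreated-exclusive region spanned chromosome 9 from 92141001 to 92144000, with 76.7 ± 5.03 reads (SD, n = 3), followed by chromosome 1 from 4812601 to 4820600 and chromosome 10 from 6428601 to 6435000. None of these overlapped an H3K4me3 peak in any library, while those on chromosomes 9 and 1 overlapped H3K27ac peaks in all 6 and the one on chromosome 10 in 0. The strongest maltonis-exclusive H3K9me3 region spanned chromosome 15 from 41950601 to 41954600, with 104 ± 11.0 reads (SD, n = 3), followed by chromosome 14 from 102550801 to 102556400 and chromosome 2 from 10586001 to 10591400. All 3 were overlapped by H3K4me3 and by H3K27ac peaks in all 6 libraries of those marks.

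For H3K27ac, the strongest untreated-exclusive region spanned 23400 bp on chromosome 11 from 45473801 to 45497200, with 1696 ± 74.2 reads (SD, n = 3). H3K4me3 peaks overlapped it in 3 untreated and 0 maltonis libraries. The next were on chromosome 1 from 152082201 to 152084400, with H3K4me3 peaks in all 6 libraries, and chromosome 7 from 150655601 to 150663400, with H3K4me3 peaks in 0. The strongest maltonis-exclusive region spanned 9800 bp on chromosome X from 71218201 to 71228000, with 819 ± 11.5 reads (SD, n = 3), and overlapped an H3K4me3 peak in 0 libraries. It was followed by chromosome 1 from 53832601 to 53837200 and, on the same chromosome, from 95042401 to 95050800. H3K4me3 peaks overlapped the former in 1 untreated and 2 maltonis libraries and the latter in 1 and 0.

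To relate the marks to each other, peaks of H3K9me3 and H3K27ac were compared with the fixed H3K4me3 reference. In untreated libraries, 8.07% ± 0.190 of H3K9me3 peaks overlapped it, and 11.2% ± 0.0975 in maltonis libraries (SD, n = 3 each), with no overlap between conditions (exact permutation test, p = 0.1). For H3K27ac the share was 42.3% ± 0.746 and 43.4% ± 1.86 (SD, n = 3 each), a difference within the spread between replicates (exact permutation test, p = 0.5). That direction was not stable, since the conditions were fully apart in opposite directions in 2 alternatives (exact permutation test, p = 0.1 each). The difference was -0.439 percentage points with equal numbers of peaks and 7.32 at a common lowest island score. It was -0.0283 without maltonis replicate 1.

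Gained and lost H3K9me3 regions differed in this overlap. Of 367 maltonis-exclusive H3K9me3 regions, 220 (59.9%, 95% Wilson interval 54.9 to 64.8) overlapped H3K4me3. Of 1091 untreated-exclusive regions, 74 did (6.78%, 5.44 to 8.43), against 13.6% (13.0 to 14.1) of the 14226 regions called in all 6 libraries. Maltonis-exclusive and untreated-exclusive H3K9me3 regions differed by Fisher's exact test (p = 2.64e-95). For H3K27ac, 7.57% (5.72 to 9.94) of 608 maltonis-exclusive and 14.7% (13.3 to 16.2) of 2231 untreated-exclusive regions overlapped H3K4me3, against 65.6% (64.9 to 66.2) of regions called in all 6 libraries (Fisher's exact test, p = 1.41e-06). This H3K27ac difference changed sign, to 0.795 percentage points, with the reference limited to H3K4me3 regions called in all 6 libraries (Fisher's exact test, p = 0.347).

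**Figure D3:**
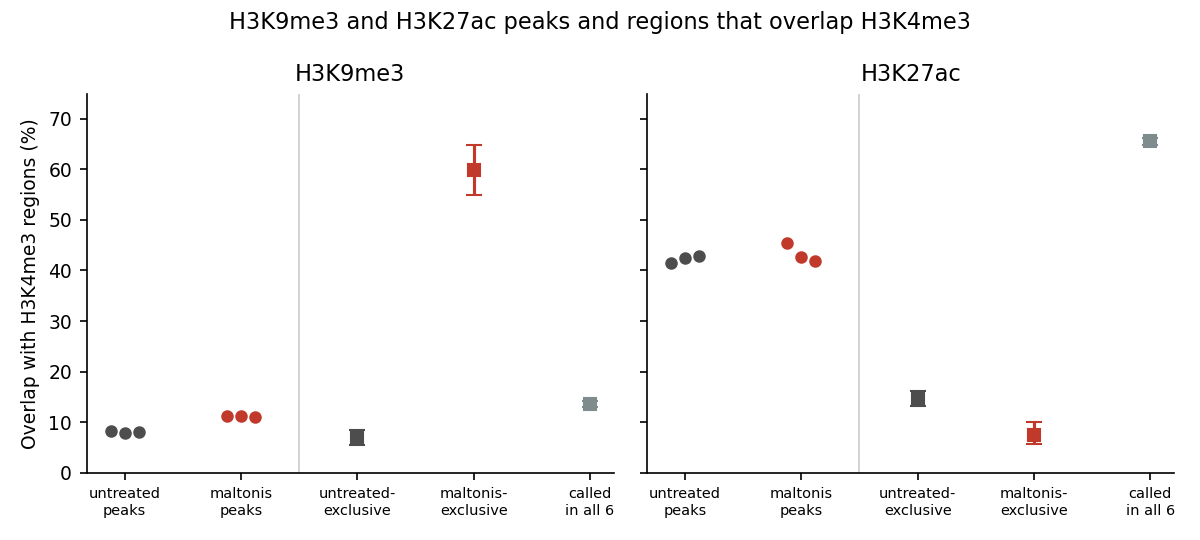
Percentage of H3K9me3 (left) and H3K27ac (right) peaks of each library (points) and of exclusive and shared regions (squares with 95% Wilson intervals) that overlapped the H3K4me3 reference. Maltonis-exclusive H3K9me3 regions stood at 59.9%, against 6.78% of untreated-exclusive ones.

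H3K4me3 and H3K27ac were then compared where H3K4me3 was condition-exclusive. Among untreated-exclusive H3K4me3 regions, 380 overlapped an H3K27ac region. The latter was called in fewer maltonis than untreated libraries in 164 cases, in more in 3 cases and in as many in 213 cases. Among maltonis-exclusive H3K4me3 regions, 217 overlapped an H3K27ac region, called in more maltonis libraries in 16 cases, in fewer in 1 case and in as many in 200 cases. Where the number differed, both marks went the same way in 98.2% of untreated-exclusive and 94.1% of maltonis-exclusive H3K4me3 regions (Fisher's exact test, p = 3.84e-19). The exceptions, listed after their values were seen, were untreated-exclusive H3K4me3 regions on chromosome 15 from 79012119 to 79012925, chromosome 17 from 76732316 to 76733433 and chromosome 18 from 8603904 to 8604496, and a maltonis-exclusive one on chromosome 11 from 46316973 to 46317747.

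Finally, read counts were compared in regions called in all 6 libraries. For H3K27ac, 5477 of 20018 regions passed the criteria in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1637 with more and 3840 with fewer reads after maltonis. Regions with more reads overlapped H3K4me3 in 74.2% of cases and regions with fewer reads in 46.4%, against 65.6% of all regions tested (Fisher's exact test, p = 1.20e-82). With the called length as an offset, 427 regions had more and 916 fewer reads, and 73.8% and 58.8% of them overlapped H3K4me3 (Fisher's exact test, p = 1.07e-07). Of these 1343 regions, 1080 had also been called from summed counts in the same direction and 8 in the opposite one. Among the 2094 regions of similar length in all libraries, 89.9% of which overlapped H3K4me3, 40 had more and 83 fewer reads, and H3K4me3 overlap no longer differed between them (77.5% and 77.1%, Fisher's exact test, p = 1).

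For H3K9me3, 36 of 14226 regions had more and 2 had fewer reads after maltonis in the same test. H3K4me3 overlapped 15 of the former (41.7%) and 0 of the latter (Fisher's exact test, p = 0.509), against 13.6% of all regions tested. DESeq2 called 132 and 39, with 47.0% and 28.2% overlapping H3K4me3 (Fisher's exact test, p = 0.0434). Between 1 and 12 regions with more reads, and 0 with fewer, passed when a library was left out. With the called length as an offset, 17 regions had more reads, 100% of them overlapping H3K4me3, and 6 had fewer, with 1 of these (16.7%) overlapping H3K4me3 (Fisher's exact test, p = 0.000178). Only 3 of these 23 regions had been called from summed counts. The regions with fewer reads, named after their values were seen, lay on chromosome 8 from 86059401 to 86074600 and on chromosome 18 from 2858801 to 2868000. The former had 191 ± 6.03 reads in untreated and 72.0 ± 15.1 reads in maltonis libraries (SD, n = 3 each), a log2 fold change of -1.29 (SE 0.197, edgeR FDR 0.00869). The length called in it was 12200 bp in untreated and 4067 bp in maltonis libraries on average, and with that length as an offset its log2 fold change was 0.29. The latter had 132 ± 6.81 and 43.0 ± 6.24 reads (SD, n = 3 each), a log2 fold change of -1.51 (SE 0.222, edgeR FDR 0.00725), over 6867 bp and 2200 bp called. With the offset its log2 fold change was 0.13.

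**Figure D4:**
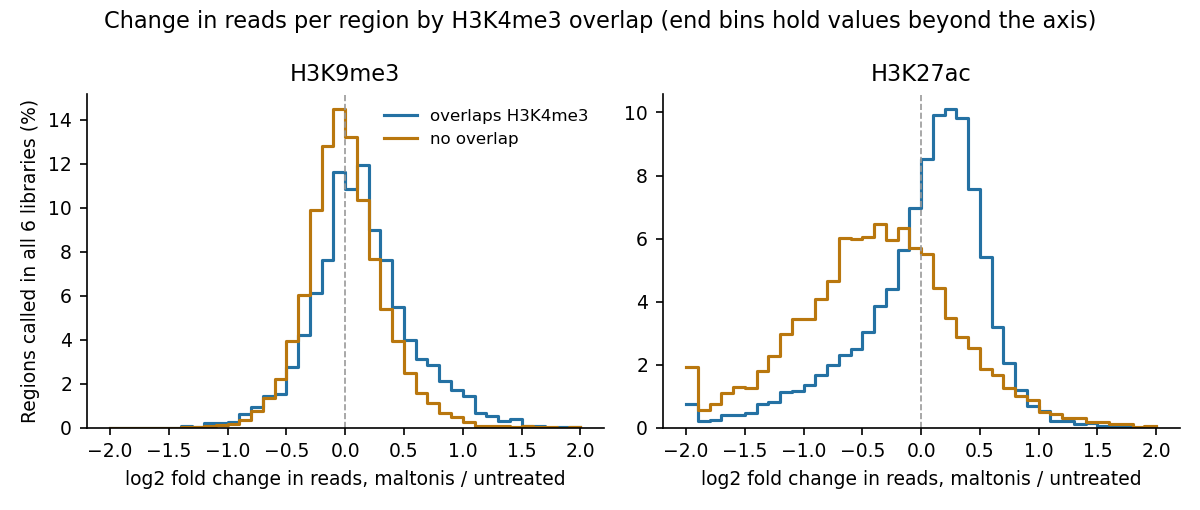
Percentage of regions called in all 6 libraries by log2 fold change in reads (maltonis over untreated, steps of 0.1) for H3K9me3 (left) and H3K27ac (right), split by overlap with the H3K4me3 reference (blue with, brown without), with values beyond the axis in the end steps. For H3K9me3 the median was 0.11 in regions that overlapped H3K4me3 and -0.02 in the others, and 0.05 and -0.01 with the called length as an offset.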

Values the study reported

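With DiffBind on read counts, the study reported 839 differentially enriched regions for H3K9me3 and 6586 for H3K27ac. It found 59% of the enriched and 12% of the depleted H3K9me3 regions at promoters. For H3K27ac it annotated 43% of the enriched and 25% of the depleted regions as promoters.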

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

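The common score floor, the H3K4me3 widths in regions called in all 6 libraries and all alternatives of the read-count test were chosen after the data were examined. A difference between library values was taken to hold when the conditions stayed fully apart, since p could not go under 0.1. Autosomes only, an overlap of at least 50% and merging within 1000 bp changed no call and no count by over 1.5 times in the results they were run on, save that autosomes only leaves out the named H3K27ac region on chromosome X. The overlap rule cannot move exclusive regions, as every peak lies inside its merged region. Equal numbers of peaks fix the difference in peak number at 0. A fixed p limit was not run for H3K9me3 and H3K27ac, whose lists hold no p-value, nor were alternatives of the promoter share and gene-list coverage, which were not analysed here.

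Strongest 75% of peaks: untreated-only and maltonis-only H3K4me3 consensus regions numbered 1372 and 422, maltonis-exclusive H3K4me3 regions 128, and the H3K27ac width difference of -933 bp no longer separated the conditions. Equal numbers: the H3K9me3 covered length difference turned to 5.13 Mb and the difference in H3K27ac peaks on H3K4me3 to -0.439 percentage points, the latter with the conditions fully apart. Untreated-only H3K9me3 consensus regions were 5117 and exclusive ones 542 (untreated) and 581 (maltonis). A −log10 q of at least 10 left 108 maltonis-exclusive H3K4me3 regions. A consensus of 3 of 3 left 1348 untreated-only H3K4me3 regions. With peaks of at least 1000 bp the H3K4me3 peak number difference turned to 479 with the conditions fully apart. Untreated-only and maltonis-only H3K4me3 consensus regions were then 736 and 1444, and exclusive ones 106 (untreated) and 357 (maltonis). Exclusive from 2 of 3, by construction a wider set, gave 1281 and 612 regions for H3K4me3, 3592 and 1414 for H3K9me3, and 3810 and 1273 for H3K27ac (untreated, maltonis). With H3K4me3 regions called in all 6 as reference, the H3K27ac exclusive overlap difference turned to 0.795 percentage points. It was -7.14 in the main setting and -2.01 with peaks of at least 1000 bp (Fisher's exact test, p = 0.0182). The cause of these changes was not tested.

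The common score floor removes mainly peaks of the lists that started lower, maltonis for H3K27ac and untreated for H3K9me3, so a larger H3K27ac and a smaller H3K9me3 deficit follow by construction. At this floor, the H3K9me3 peak number difference of -1937 no longer separated the conditions and 669 untreated-exclusive H3K9me3 regions were left. For H3K27ac, the peak number difference of -5911 and that in overlap with H3K4me3 of 7.32 percentage points now did, the width difference of -333 bp no longer did, and 1113 maltonis-only consensus and 341 maltonis-exclusive regions were left.

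Leaving out each replicate in turn loosens the exclusive definition. The 6 fits gave 579 to 761 untreated-exclusive and 313 to 365 maltonis-exclusive H3K4me3 regions, 1677 to 2057 and 509 to 763 for H3K9me3, and 2535 to 2981 and 749 to 939 for H3K27ac. Untreated-only and maltonis-only consensus regions ranged from 1235 to 2654 and 710 to 1687 for H3K4me3, from 4550 to 11732 and 1645 to 5336 for H3K9me3, and maltonis-only ones from 1387 to 3058 for H3K27ac. A condition that lost a replicate needed calls in both remaining ones for its consensus set, while the other still needed 2 of 3. By construction, regions found only in the reduced condition become fewer and those found only in the other more numerous. Without untreated replicates 1, 2 and 3, H3K4me3 had 1235, 1313 and 1256 untreated-only against 1687, 1638 and 1666 maltonis-only regions. H3K9me3 had 4950, 4630 and 4550 against 5010, 5247 and 5336. Untreated-only regions stayed the more numerous without a maltonis replicate, which the rule favours, and, for H3K27ac, in all 6 fits. Whether the balance for H3K4me3 and H3K9me3 rests on single replicates is therefore not shown by these consensus counts. The covered length difference of H3K9me3 ranged from -13.7 to 0.770 Mb and its width difference from 433 to 733 bp, with the conditions apart without maltonis replicate 3 (733 bp) and without untreated replicate 3. H3K27ac peak number differences ranged from -2074 to -365, apart only without maltonis replicate 3, and the difference in overlap with H3K4me3 ranged from -0.0283 to 1.71 percentage points, below 0 only without maltonis replicate 1. H3K9me3 regions with more reads ranged from 1 to 12 and those with fewer stayed at 0, where 1641 to 1933 regions had an unadjusted p of at most 0.05. The difference in H3K4me3 overlap of exclusive H3K9me3 regions kept its direction, from 36.4 to 47.0 percentage points. That of exclusive H3K27ac regions also kept its direction, from -8.87 to -2.99 percentage points. It was smaller in size without untreated replicates 1, 2 and 3 (-3.43, -3.47 and -2.99) than in the main setting.

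In the read-count test, the length offset gave 17 and 6 H3K9me3 and 427 and 916 H3K27ac regions (more, fewer reads). Regions of similar called length, a smaller set by construction, gave 0 and 1 of 640 for H3K9me3, where 185 had an unadjusted p of at most 0.05, and 40 and 83 for H3K27ac, whose difference in H3K4me3 overlap shrank to 0.392 percentage points. DESeq2 gave 132 and 39 H3K9me3 regions. Library size alone and a mean count of at least 50 changed no count by over 1.5 times.

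Replicate numbers did not pair the libraries. Deviations of same-numbered libraries from their condition means correlated at -0.0192 to 0.0297 over H3K9me3 and H3K27ac regions. With a replicate block, 11 H3K9me3 regions had more and 0 fewer reads (1924 with an unadjusted p of at most 0.05), and 1594 and 3741 for H3K27ac. In library values, sign-flip tests on same-numbered differences, with a smallest p of 0.25, kept the same comparisons apart: H3K4me3 peak number, covered length (1.71 Mb) and width (271 bp), H3K9me3 peak number and H3K4me3 overlap (3.13 percentage points), and H3K27ac covered length (-44.8 Mb) and width.

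Of 198 checks of the 18 named regions, 190 left their calls as they were and 8 did not, most of the latter H3K4me3 regions without peaks of at least 1000 bp. Untreated H3K9me3 peaks held 19.5 reads per kb, against 88.8 for H3K27ac, and whether depth limits the H3K9me3 counts was not tested.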

Other observations

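The tests of score floors, peak fusion and missing narrow peaks, and the comparisons with other splits of the libraries for exclusive regions, were chosen after the results they bear on were seen, as was the ratio of H3K9me3 read densities used to judge regions near the calling threshold. The read-count comparison was also added after the data were examined.

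Regions gained by H3K9me3 after maltonis sat on H3K4me3 far more often than those lost (59.9% against 6.78%). Width did not account for it, since untreated-exclusive regions weighted to the widths of the maltonis-exclusive ones overlapped H3K4me3 in 6.92% of cases. A copy number change on few chromosomes did not account for it either, as the share was higher on 23 of 23 chromosomes. Relative to other regions, it was not limited to regions near the calling threshold. In the 14226 regions called in all 6 libraries, the ratio of H3K9me3 reads per kb on H3K4me3 to those off it, which does not depend on library size, was 1.51 ± 0.00654 without and 1.59 ± 0.00750 with maltonis (SD, n = 3 each). In the 640 of them with similar called length it was 1.90 ± 0.00319 and 2.04 ± 0.0202 (SD, n = 3 each), and in the 7113 densest it was 1.57 ± 0.00995 and 1.68 ± 0.00396 (SD, n = 3 each), a difference of 0.109. Each of these comparisons left no overlap (exact permutation test, p = 0.1). The shift per region was small, with a median log2 fold change of 0.05 on and -0.01 off H3K4me3 after the length offset. Of the 640 regions of similar length, 0 passed with more reads, where 185 had an unadjusted p of at most 0.05. Not scaled to library size, reads per kb on H3K4me3 were 29.4 ± 0.510 without and 28.6 ± 0.655 with maltonis (SD, n = 3 each), with overlap (exact permutation test, p = 0.3). Off H3K4me3 they were 19.5 ± 0.256 and 18.0 ± 0.493 (SD, n = 3 each), with no overlap (exact permutation test, p = 0.1). In these unscaled values the density off H3K4me3 fell and that on it did not rise. Without library totals, a rise on H3K4me3 was not separated from a fall elsewhere. The study reported a global fall of H3K9me3 by western blot and mass spectrometry. By qPCR it also found less centromeric and pericentromeric DNA in the H3K9me3 immunoprecipitate. Both go with a fall elsewhere, but neither measured the regions compared here. Whether the gain replaced the other marks was answered only in part. H3K4me3 calls were mostly kept under the gained regions, though calls cannot show a partial fall in that mark. Of 223 H3K4me3 regions under the gained regions, 85.2% were called in all 6 H3K4me3 libraries, against 73.7% of the reference. The median H3K27ac log2 fold change at 206 H3K27ac regions there was 0.0577, within the 0.04 to 0.18 of 10000 random draws of H3K27ac regions on H3K4me3. These 206 regions were called in all 6 H3K27ac libraries, so sites that lost their H3K27ac peak were left out beforehand. A higher background of reads from open chromatin in the maltonis H3K9me3 libraries may still be the source. The H3K4me3 regions below were not unusually strong (median percentile 55.0, against 45.1 to 58.1 in 10000 random draws weighted by length), but the strongest sites could already have been called in untreated lists, so this explanation and a redistribution of H3K9me3 cannot be told apart here. Library totals or an input control would bear on it.

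The share of H3K9me3 peaks changed more on chromosome X than on any other chromosome, with 288 ± 11.2 peaks in untreated and 156 ± 8.54 in maltonis libraries (SD, n = 3 each) (exact permutation test, p = 0.1). The share on X changed by -0.66 on the log2 scale, while the autosomes ranged from -0.30 (chromosome 8) to 0.25 (chromosome 9), at most 0.30 in size. The pattern was noticed in these lists and then tested on them. At a common score floor the share of peaks on X still differed by -0.282 percentage points with no overlap. A lower copy number of X is not what H3K27ac shows: its read share on X changed by 0.0824 on the log2 scale, within the range of the autosomes (-0.08 to 0.08), and H3K4me3 had 424 ± 2.00 and 423 ± 5.51 peaks on X (SD, n = 3 each). Neither mark was simply unchanged there. The share of H3K4me3 peaks on X changed by 0.12 on the log2 scale, more than on any autosome. The H3K27ac read share on X was 1.65% without and 1.75% with maltonis, with no overlap (exact permutation test, p = 0.1). H3K27ac peaks on X were fewer, however, with 684 ± 7.57 and 623 ± 16.0 (SD, n = 3 each). A loss of H3K9me3 on X in treated cells is a candidate explanation that remains a hypothesis, since total reads per chromosome were not analysed here.

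H3K4me3 peaks were wider after maltonis. Fusion of neighbours is not needed for this: over 12395 regions with 1 peak in each list, the difference in median width was 254 bp, and 82.6% of these regions were wider in maltonis lists. Narrow peaks missing from the maltonis lists are not needed either, with a difference of 255 bp over regions called in all 6 libraries. More enriched or deeper H3K4me3 libraries may also widen peaks. The study describes its mapped reads as comparable between samples, which speaks against depth, but neither was tested here.

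Part of the fall in H3K9me3 peak number may be set by the calling. Maltonis replicates 1 and 2 started at island scores of 33.6 and 32.7, above the 28.8 to 28.9 of untreated lists, and at the common floor they held 29700 and 28992 peaks, within the untreated 28663 to 30295. This floor is the lowest score of maltonis replicate 1 and removes mainly untreated peaks, so a smaller deficit follows by construction, and only its full closure in these lists bears on the explanation. Maltonis replicate 3 started at 28.8, within the untreated range, and still had 29432 peaks, and 24302 at the common floor, so its deficit has another source. This list also had the fewest reads in peaks, 2595814, and what caused its deficit was not tested. Score floors do not account for the shorter H3K27ac length. Maltonis lists started at lower scores (27.1 to 32.7) than untreated lists (36.2 to 39.9), a mean difference of -8.67, which admits more peaks and not fewer. The difference of -54.4 Mb at the common floor adds nothing, since this floor removes mainly maltonis peaks. Only the lowest scores of the lists were compared. Depth, and the limit at which the caller took a window as enriched, were not tested. Another cause in the calling of H3K27ac therefore stays open.

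H3K27ac fell with H3K4me3 also where it was called in all 6 libraries, but did not rise with it. Its median log2 fold change was -0.60 at 209 H3K27ac regions overlapping untreated-exclusive H3K4me3 and 0.01 at 193 overlapping maltonis-exclusive H3K4me3, a difference of 0.61 (permutation test over regions, 100000 permutations, p = 1e-05, the smallest they can give). Reads were lower at 81.8% of the former and higher at 50.8% of the latter, and the median of all H3K27ac regions on H3K4me3 was 0.12. With the length offset the medians were -0.22 and 0.07. So the joint loss is not limited to H3K27ac calls near the threshold, while for gains this stays open.

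Of the 10 splits of the 6 libraries, 1, the real one, gave as many exclusive regions for each of the 3 marks. Likewise, 1 of 10 gave as many regions with changed read counts for H3K9me3 and for H3K27ac, with 0 in each of the 9 others. Those others mix both conditions on each side, so a treatment difference adds to the spread within sides and lowers the calls. Their 0 is therefore no measure of false calls. With 10 splits a share under 0.1 cannot be reached.

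The number of H3K9me3 regions with changed read counts here was 38 (36 with more and 2 with fewer reads), against 132 and 39 with DESeq2, 11 and 0 with a replicate block, where 1924 had an unadjusted p of at most 0.05, and 1 to 12 with more reads when a library was left out. That is lower than the number of H3K9me3 regions quoted from the study above, which tested counts over common regions that the peak lists do not give. The test here also left out regions not called in all 6 libraries, among them the 1458 condition-exclusive ones. In simulated H3K9me3 counts it recovered 70 of 200 regions changed by a log2 fold change of 1. How much each of these adds to the gap was not tested. Overlap with H3K4me3 is not a promoter annotation, so the shares above are not set against the promoter shares of the study.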
